A study of Rattus norvegicus with 12 samples. Its data were reported in "NAP1L5 Promotes Nucleolar Hypertrophy and Is Required for Translation Activation During Cardiomyocyte Hypertrophy" (2021).

How the data were processed

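RNA sequencing was performed on neonatal rat ventricular myocytes (NRVMs), primary heart muscle cells taken from newborn rats, in 4 groups of 3 libraries. Cells were transfected with siNap1l5, a small interfering RNA against Nap1l5, or with siNeg, a negative control siRNA, and were then left untreated or treated with phenylephrine (PE), an agonist of the alpha-1 adrenergic receptor that makes cardiomyocytes grow. Per the labels, PE was added 12 h after transfection and stayed on the cells for 36 h. The methods of the study describe a longer schedule, and which of these was used for the sequenced cells is not settled by the values. The groups are named siNeg, siNeg PE, siNap1l5 and siNap1l5 PE, and the replicate numbers are those of the labels.

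The authors deposited a table of estimated counts per gene, with a value for each of the 12 libraries, and a table of FPKM, in which the authors divided the fragments of a gene by its length and by the depth of the library. Sequencing was done by a service provider. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated. Among the deposited counts, 21.7% of the values were not whole numbers, so these are expected counts, in which reads that match several genes are divided among them. Before the data were examined, whole counts had been assumed; the values were therefore rounded to whole numbers and the planned count test was kept. A gene whose counts were whole in every library (12935 of 18523 genes) is taken here as having no divided reads, and any other gene is reported as sharing reads with another gene and as uncertain. Genes that overlap on opposite strands could not be told apart either, because the use of strand is not known. The tables list 18523 genes. Of these, 16971 (91.6%) were found by their gene identifier in a RefSeq table of rat genes, which was used only to match older symbols. No coordinates are given because the build behind the counts is not known. Identifiers of 264 genes were not NCBI gene numbers, and 24 symbols had been turned into dates by spreadsheet software. Every column of both tables was assigned to a library by its name.

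Total counts ranged from 26760996 to 28192250 per library, so library size differed little between groups. At this depth the spread between replicates, not counting error, limits the precision of most genes, with a common biological coefficient of variation of 0.13. Replicate libraries of the same group differed by more than sampling noise in every pair, and none was counted as a duplicate.

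Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest) in R 4.3.3. All 12 libraries were fitted together as 4 group means, after TMM normalization (factors from 0.94 to 1.09) and the filterByExpr filter, which left 14115 genes. The comparisons were the PE effect in siNeg (siNeg PE against siNeg), the knockdown effect with PE (siNap1l5 PE against siNeg PE), the knockdown effect without PE (siNap1l5 against siNeg), the PE effect in siNap1l5 (siNap1l5 PE against siNap1l5), and the interaction, which is the PE effect in siNap1l5 minus that in siNeg. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5 either way, the thresholds of the study. Adjusted p-values for single genes are from this edgeR test unless another tool is named, and all tests are two-sided. Levels per group are CPM, counts scaled to a common depth with TMM factors. Standard errors of log2 fold changes (SE) were derived from the F statistic. Principal components were computed from log2 CPM with a prior count of 2 over the 500 genes of largest variance.

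Lists of genes were written before the data were examined, from general knowledge of these pathways and cell types, and cover 15 groups of genes: cytosolic ribosomal proteins, mitochondrial ribosomal proteins, nuclear oxidative phosphorylation, mitochondrially encoded proteins, cardiac muscle contraction, fatty acid oxidation, glycolysis, interferon response, ribosome biogenesis factors, translation initiation and elongation factors, cell cycle, and markers of fibroblasts, endothelial cells, smooth muscle cells and macrophages. No gene was in more than 1 list. Under the symbols and older names tried, 0 of the 13 mitochondrially encoded genes were matched, so that list was not tested. The other 14 lists were tested with camera of limma 3.58.1 (preset correlation between genes of 0.01, with at least 5 genes per list), and p-values were adjusted over the lists within a comparison. The effect size is the median log2 fold change of a list. The score of a list in a library is the median over its genes of log2 CPM after subtraction of each gene's mean over the 12 libraries.

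The genes named were chosen by a rule set before the data were examined. The genes the study asked about were named whatever their values. For each comparison, up to 4 genes higher and 4 lower with the largest log2 fold change were taken among the called genes with a mean log2 CPM of at least 3, without overlap in CPM between the libraries of both groups (not asked of the interaction) and without a placeholder symbol. For each list past the threshold, up to 3 members with the smallest p-values were taken. Nlrc5 is also discussed beyond this rule, chosen after its values were seen. Only a part of these genes is printed, and the rest are left out for length.

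The alternatives set before the data were examined were the size factors of DESeq2 (RLE), upper-quartile scaling or library size only in place of TMM; no filter on low counts, or at least 10 counts in every library; the replicate number as a block; only the 6 libraries compared; each library left out in turn; the Wald test of DESeq2 1.42.0; limma-voom; limma-trend on log2(FPKM + 1), with and without a filter at an FPKM of 1, and on log2(FPKM + 0.1); fold-change thresholds of 2 or none; and fry, camera with an estimated correlation, and preranked GSEA (fgsea 1.28.0) for the lists. After the data were seen, 4 more were added: a term for the library batch described in the results, only the 8 libraries of a single batch, only genes with whole counts, and removal of the trend of counts on gene length in each library. For the trend, each gene's length was derived from the ratio of its counts to its FPKM.

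The procedure was tested on simulated counts drawn from the means and library sizes of these libraries. Of 196 tested genes changed by known amounts, edgeR called 87.8%, and 3.4% of its 178 calls were false. With a batch term the test called 84% of 188 changed genes for the knockdown effect with PE and 60.6% for the knockdown effect without PE. In the same kind of simulation, 500 genes were moved only in the 4 libraries of the batch. The fit of 12 libraries without a batch term called 6 of these for the knockdown effect without PE, a fit of only the 6 libraries compared called 487, and the fit with a batch term called 0. A list of 79 genes that was shifted by a known amount passed the threshold of camera, and none of 13 unshifted lists did. Genes were simulated as independent of each other, so this does not test camera for lists of correlated genes.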

Results

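The series measured gene expression in NRVMs, the cultured heart muscle cells of newborn rats, under a factorial design of siRNA (siNeg or siNap1l5) and PE. Nap1l5 is a member of the family of nucleosome assembly proteins, which bind histones and place them on DNA. The study asked what Nap1l5 does in cardiomyocyte hypertrophy, the growth of heart muscle cells under load or adrenergic drive. There were 3 libraries in each of 4 groups. Total counts were 28192250, 27790913 and 27977593 in siNeg, 28086522, 28041498 and 27586805 in siNeg PE, 27251614, 27300915 and 27457362 in siNap1l5, and 26760996, 26980533 and 27047911 in siNap1l5 PE. Of the genes in the table, 14115 passed the filter on low counts and were tested.

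The targeted gene was examined first in every library. Nap1l5 (gene 688843) had 105, 117 and 122 counts in siNeg, 656, 485 and 547 in siNeg PE, 29, 14 and 26 in siNap1l5, and 105, 92 and 124 in siNap1l5 PE. Mean CPM was 4.21 ± 0.222 (SD, n = 3) in siNeg and 20.9 ± 2.99 (SD, n = 3) in siNeg PE. It was 0.783 ± 0.272 (SD, n = 3) in siNap1l5 and 4 ± 0.57 (SD, n = 3) in siNap1l5 PE. PE raised Nap1l5 4.97-fold in siNeg (log2 fold change 2.31 ± 0.18 SE, adjusted p 2.08e-06) with all 3 libraries above those of siNeg. The siRNA lowered it by 81.3% without PE (log2 fold change -2.42 ± 0.22 SE, adjusted p 1.2e-05) and by 80.8% with PE (-2.38 ± 0.18 SE, adjusted p 2.45e-06), again in 3 of 3 libraries. The counts therefore went with the labels within each of these comparisons. They cannot tell siNeg from siNap1l5 PE, whose counts overlap. PE also raised Nap1l5 in siNap1l5 (2.35 ± 0.22 SE, adjusted p 1.28e-05), and siNap1l5 PE reached about the level of siNeg. The PE effects in siNeg and siNap1l5 differed by 0.04 ± 0.25 SE on the log2 scale (adjusted p 0.946), which is within error. Of the alternatives, log2(FPKM + 1) moved the knockdown without PE most, to -1.25, since a pseudocount understates the change of a low gene. A term for the library batch described next moved it to -2.71 (adjusted p 0.000801).

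**Figure D1:**
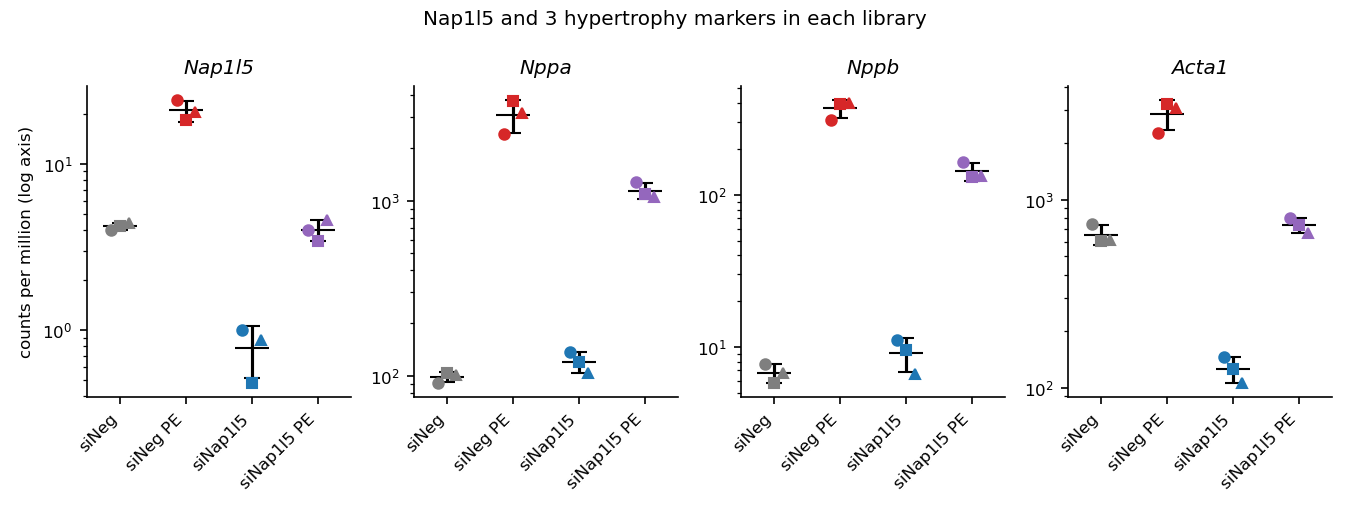
CPM on a log axis of Nap1l5, Nppa, Nppb and Acta1 in each of the 12 libraries (points), with the group mean and SD as bars. Mean Nap1l5 was 20.9 CPM in siNeg PE and 4 CPM in siNap1l5 PE, and mean Nppa was 3070 and 1140 CPM in the same groups.

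Principal components showed where the libraries fell before any test. The first component held 49.9% of the variance of the 500 most variable genes and the second 15.3%. On the first component, siNeg had scores of -39.8, -38.6 and -39, and siNap1l5 had 19.7, 19.3 and 19.9. The scores of siNeg PE were 9.6, -33 and 8.1, so that replicate 2 lay with the siNeg libraries, and siNap1l5 PE had 25.6, 25.3 and 22.8. This put siNeg 1, 2 and 3 and siNeg PE 2 apart from the other 8 libraries, in a split that is not the one of the groups. The marker genes of PE in siNeg PE 2 went with its label, with 3680 CPM of Nppa against a siNeg mean of 99.1 CPM. Among genes with whole counts in every library, the first component (47.3%) parted the libraries by siRNA and the second (34.4%) by PE, and siNeg PE 2 lay at a distance of 0 from the mean of siNeg PE 1 and 3 on the first. The split therefore lay in genes whose reads are divided with other genes. It is treated below as a technical batch of 4 and 8 libraries, which the labels do not name. A test of the batch term called 175 genes, of which 153 were among the 4550 tested genes with divided reads and 22 among the 9565 others.

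The batch bears on each comparison to a different degree. All siNeg libraries were in the batch of 4 and all siNap1l5 libraries in the batch of 8, so the knockdown effect without PE coincides with the batch and is separated from it only through siNeg PE 2. The PE effect in siNeg, and with it the interaction, is affected in the same way, since only siNeg PE 2 shares a batch with siNeg. The knockdown effect with PE can be measured within the batch of 8, as siNeg PE 1 and 3 against 3 siNap1l5 PE libraries, and the PE effect in siNap1l5 lies within it entirely. The batch of 4 holds a single PE library and no siNap1l5 library. No comparison was made within it, apart from a division of the siNeg PE libraries below in which siNeg PE 2 alone served for PE. Values with the batch as a term or within the batch of 8 are given for the counts of called genes and for a part of the genes and lists.

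**Figure D2:**
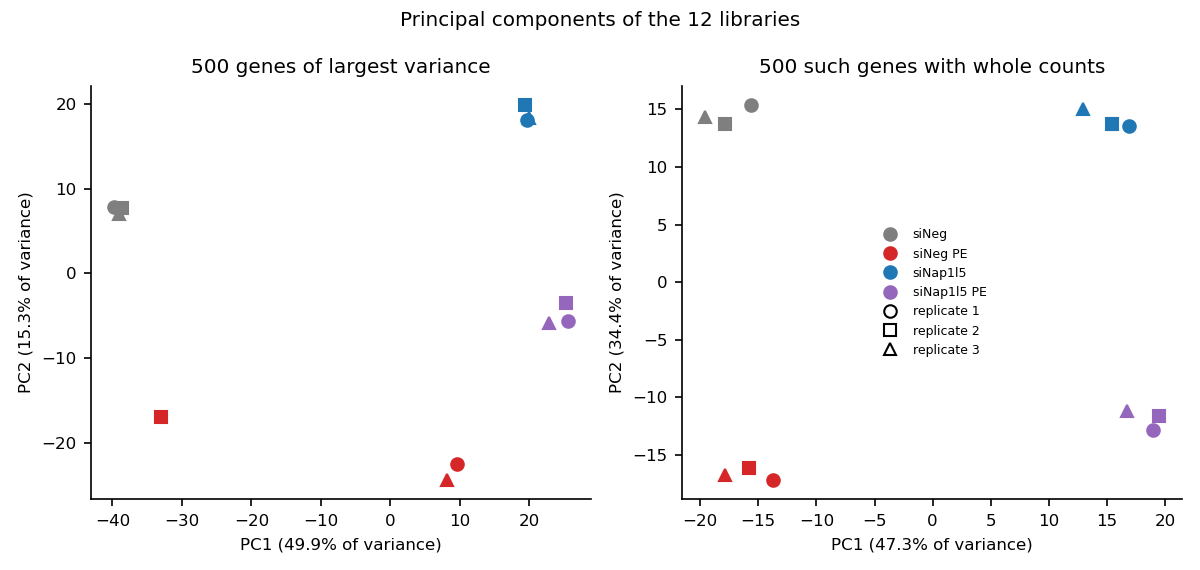
First and second principal components of log2 CPM for the 12 libraries, from the 500 genes of largest variance (left) and from 500 such genes with whole counts (right), coloured by group. On the left, siNeg PE 2 has a score of -33 on the first component, near the siNeg libraries; on the right it lies with siNeg PE 1 and 3.

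The first comparison asked which genes respond to PE in cells with normal Nap1l5. PE changed 2101 genes in siNeg, with 1138 higher and 963 lower. With the batch as a term, 1349 genes were called, and 1130 of these were among the 2101. This was the alternative that moved the count most among those that kept the fold-change threshold and the scale of the test. Hypertrophy markers were among the genes that rose. Nppb (gene 25105) went from 6.75 ± 0.955 to 369 ± 49.6 CPM (SD, n = 3), 54.8-fold (log2 fold change 5.78 ± 0.2 SE, adjusted p 5.12e-09). Nppa (gene 24602) went from 99.1 ± 6.55 to 3070 ± 647 CPM (SD, n = 3; 4.95 ± 0.17 SE, adjusted p 2.58e-09). With the batch term these were 5.87 and 5.22. Mybpc2 (gene 292879) rose from 1.64 to 33.1 CPM (4.33 ± 0.14 SE, adjusted p 1.7e-09). Acta1 (gene 29437), which shares reads with another gene and is uncertain, rose by 2.13 on the log2 scale (adjusted p 1.12e-06). Of the myosin heavy chains, which also share reads, Myh7 (gene 29557) rose by 1.01 (adjusted p 5.63e-05) and Myh6 (gene 29556) fell by 0.81 (adjusted p 0.000359). Among the genes that fell most, Smoc2 (gene 292401) went from 50.5 to 8.7 CPM (-2.54 ± 0.09 SE, adjusted p 2.58e-09) and Cemip (gene 308797) from 278 to 38.6 CPM (-2.85 ± 0.27 SE, adjusted p 3.29e-05). Apart from the interaction, the genes named for the size of their change did not overlap between the libraries of both groups, which chance alone gives in 10% of genes at 3 against 3. Other members of the family moved less than Nap1l5. Nap1l2 rose 1.59-fold under PE (log2 fold change 0.67, adjusted p 0.0114), Nap1l1 by 0.40 (adjusted p 0.026) and Nap1l3 by 0.36 (adjusted p 0.0251) on the log2 scale, while Nap1l4 did not pass (0.16, adjusted p 0.0751). With the batch term none of these 4 genes passed for PE. Single libraries decided some of these calls: Nap1l1 did not pass without siNeg 1 (0.26, adjusted p 0.0615), siNeg PE 1 or siNeg PE 3, Nap1l2 without siNeg PE 3 (0.58, adjusted p 0.0516), and Nap1l3 without siNeg 1, siNeg 3 or siNeg PE 1 (0.21, adjusted p 0.0976), whereas Nap1l4 passed without siNeg PE 2 (0.20, adjusted p 0.035).

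The second comparison asked what the loss of Nap1l5 changes in PE-treated cells. The siRNA changed 2439 genes with PE, 876 higher and 1563 lower. Within the batch of 8 it changed 2293 (865 higher and 1428 lower), and with the batch term 2308, of which 2074 were among the 2439. Nppa fell from 3070 ± 647 to 1140 ± 120 CPM (SD, n = 3; log2 fold change -1.43 ± 0.15 SE, adjusted p 1.62e-05) and Nppb from 369 ± 49.6 to 142 ± 18.9 CPM (SD, n = 3; -1.38 ± 0.16 SE, adjusted p 5.27e-05). Within the batch of 8 these were -1.28 and -1.34. Acta1, which shares reads, fell by 1.97 on the log2 scale (adjusted p 2.55e-06). Both natriuretic peptide genes remained far above their levels without PE. Myh7 (0.21, adjusted p 0.187) and Myh6 (0.14, adjusted p 0.392) did not differ beyond error, although both passed without siNeg PE 1 (0.36, adjusted p 0.0179, and 0.30, adjusted p 0.0332). Without siNeg PE 2, and also within the batch of 8, Myh7 was at 0.08 and Myh6 at 0.01, and neither passed. Among called genes with whole counts and a mean log2 CPM of at least 3, the largest falls were in Penk (gene 29237; 204 to 23.7 CPM, -3.11 ± 0.14 SE, adjusted p 1.47e-07) and Gas7 (gene 85246; -3.03 ± 0.16 SE, adjusted p 3.23e-07). Gng5 (gene 79218) had a log2 fold change of -4.25 ± 1.09 SE (adjusted p 0.0152) but shares reads and did not pass without siNap1l5 PE 2 (adjusted p 0.0584) or within the batch of 8 (adjusted p 0.0879). Rasd2 (gene 171099; 2.79 ± 0.13 SE, adjusted p 1.58e-07), Plppr4 (gene 295401; 2.74 ± 0.26 SE, adjusted p 1.73e-05), Dlg2 (gene 64053; 2.64 ± 0.17 SE, adjusted p 8.2e-07) and Frat1 (gene 103691373; 2.43 ± 0.12 SE, adjusted p 1.58e-07) rose the most. In the same family, Nap1l2 (0.62, adjusted p 0.0117) and Nap1l3 (0.42, adjusted p 0.0104) were higher after knockdown and Nap1l1 lower (-0.46, adjusted p 0.0111), with no clear change of Nap1l4 (-0.12, adjusted p 0.172). The study drew 3 ribosome biogenesis factors from a database of protein interactions of Nap1l5, which concerns protein and not RNA. Of their genes, Sdad1 (-0.25, adjusted p 0.117) and Nol6 (0.06, adjusted p 0.613) did not pass. Rrp7a, which shares reads, was higher by 0.34 (adjusted p 0.00926). Within the batch of 8, Sdad1 had an adjusted p of 0.0465 at -0.30, but it did not pass with the batch term (-0.29, adjusted p 0.0976).

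The same siRNA effect without PE covered 2370 genes, 1191 higher and 1179 lower. With the batch term only 1002 genes were called (554 higher and 448 lower), of which 736 were among the 2370. A part of this fall can be lost power. In the simulation, the fit with the batch term called 60.6% of changed genes for this effect, against 84% for the knockdown with PE. Of the 2370 genes, 31.4% have divided reads. Scaling also mattered here. With library size only, in place of TMM, 1840 genes were higher and 766 lower (70.6% higher against 50.3%), because the median log2 fold change of all genes moved to 0.15. The direction of single genes is therefore relative to the TMM scale. Nppa (0.28, adjusted p 0.143) and Nppb (0.43, adjusted p 0.0868) did not change beyond error without PE, nor with the batch term (0.69, adjusted p 0.0728, and 0.58, adjusted p 0.277). Nppb passed without siNap1l5 3 (0.64, adjusted p 0.0132). Leaving out siNap1l5 1 instead gave 0.26 for Nppb (adjusted p 0.299) and 0.18 for Nppa (adjusted p 0.392). Acta1 was already lower (-2.38 ± 0.16 SE, adjusted p 1.38e-06). Ifit3 (gene 309526) rose from 1.36 ± 0.585 to 29.8 ± 21.5 CPM (SD, n = 3; 4.45 ± 0.73 SE, adjusted p 0.00156). The other genes of largest change share reads and follow the batch. Rps20 (gene 122772) had 11, 0 and 18 counts in siNeg but 9323, 9432 and 8439 in siNap1l5. In siNeg PE it had 9996, 16 and 9847 counts. Nlrc5 (gene 291861) is another such gene, with log2 fold changes of 3.79 (adjusted p 0.0034) for the siRNA without PE and 3.29 (adjusted p 0.00694) for PE in siNeg. Chchd2 (gene 316643) was lower by the siRNA (-6.86 ± 2.22 SE, adjusted p 0.0494; not passed in 9 of 12 fits that each left out a library), and BGIG10116_35404 and BGIG10116_35268, names given by the sequencing provider, were higher (adjusted p 0.00641 and 0.00886). No biological reading is attached to any of these 5 genes. Log2 fold changes of the knockdown with and without PE were correlated across genes at r 0.6 and rho 0.62, against -0.02 in simulated libraries without effect, and 1142 genes were called in both with the same sign against 30 with opposite signs. Genes are not independent replicates, and the same holds for each correlation across genes given here.

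**Figure D3:**
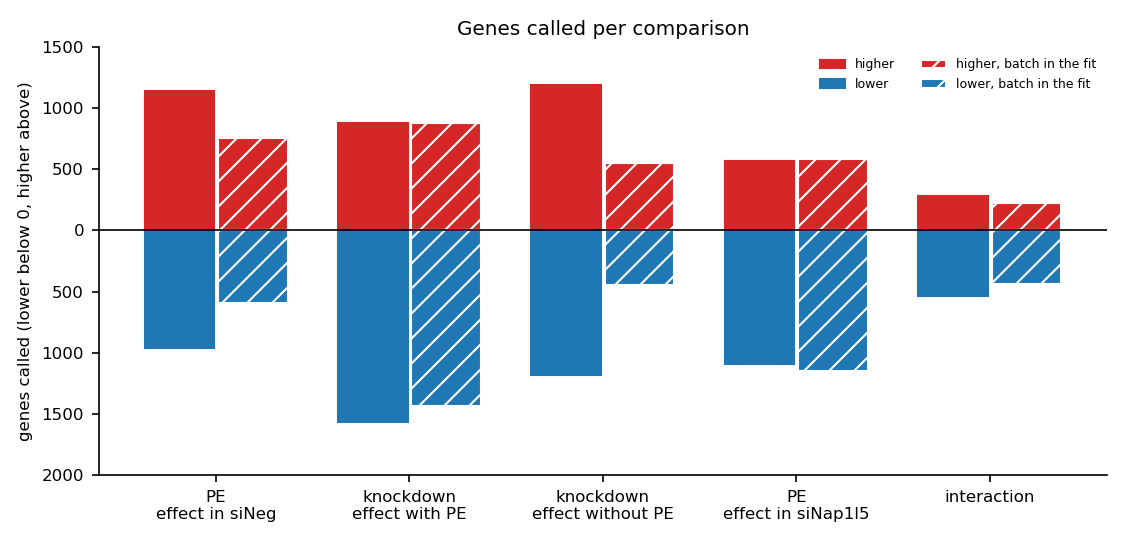
Numbers of genes called higher (up) and lower (down) in each of the 5 comparisons, without and with the library batch as a term in the fit. The knockdown effect without PE fell from 2370 to 1002 calls, and the knockdown effect with PE changed from 2439 to 2308. In simulation the fit with the batch term called 60.6% of changed genes for the former and 84% for the latter, so a part of the fall can be lost power.

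A further question was whether the PE response itself depends on Nap1l5. In siNap1l5, PE changed 1657 genes, 565 higher and 1092 lower, and 1702 within the batch of 8. With library size only, 415 genes were higher and 1464 lower (22.1% higher against 34.1%), with a shift of all genes by -0.12. Of the genes called for PE in siNeg, 82.4% had the same sign in siNap1l5 and 722 were also called there. The median ratio of the effect in siNap1l5 to that in siNeg was 0.38 for genes that PE raised and 0.53 for genes that PE lowered. These ratios are pulled towards 0 by the choice of genes called in siNeg. Effects in siNeg and siNap1l5 were correlated across genes at r 0.41 and rho 0.49 (0.01 in simulated libraries without effect). Stc1 (gene 81801; 3.64 ± 0.15 SE, adjusted p 1.28e-08) and Cnn1 (gene 65204; 3.11 ± 0.1 SE, adjusted p 3.17e-09) rose nearly as much as Nppb (3.97 ± 0.19 SE, adjusted p 5.44e-08) and Nppa (3.24 ± 0.16 SE, adjusted p 5.35e-08). The interaction, which tests the difference between both PE effects directly, called 816 genes, with 282 higher and 534 lower (668 with the batch term, of which 489 were among the 816). With library size only, 177 were higher and 677 lower (20.7% higher against 34.6%). The rise of Nppa under PE was smaller in siNap1l5 by 1.71 on the log2 scale (interaction -1.71 ± 0.21 SE, adjusted p 0.00101), and that of Nppb by 1.81 (-1.81 ± 0.25 SE, adjusted p 0.00214). Acta1 showed no such difference (0.41 ± 0.21 SE, adjusted p 0.238). The number of interaction calls varied with single libraries. It was 422 without siNap1l5 PE 2, 430 without siNeg PE 3, 468 without siNap1l5 2 and 509 without siNap1l5 3, and reached 1201 without siNeg PE 2.

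The study asked whether knockdown turns back the PE response. Of 816 genes called both for PE in siNeg and for the knockdown with PE, 607 (74.4%) went in opposite directions. PE raised and the siRNA lowered 421 genes, and PE lowered and the siRNA raised 186. Of the others, 77 were higher and 132 lower in both. These 607 genes are 37% of the genes PE raised and 19.3% of those it lowered. Both effects use the siNeg PE libraries, one with a plus and the other with a minus sign, which favours opposite directions in genes without effect. In 20 simulations without any effect, r between both effects was -0.5 and 99.1% of the genes with unadjusted p under 0.05 in both went opposite ways. Only 1 gene was called in both, summed over the 20 simulations, so the shared libraries alone did not produce joint calls in such a number. Few calls can arise without any effect, so this count does not show how far sharing adds opposite directions among genes with real effects. The observed values were r -0.13, rho -0.13 and 66.7% of 3334 genes. When the siNeg PE libraries were divided so that none served in both effects, the share was 46.4, 83, 78.8, 46, 81 and 72.5% in the 6 divisions. In the divisions that gave 46.4 and 46%, siNeg PE 2 served in the knockdown effect, but it also did so in the division that gave 81%. In the division that gave 46%, both effects ran fully across the batch with the same sign, which favours the same direction. In the division that gave 78.8%, each effect lay within a batch and no library was shared. There the PE effect rests on siNeg PE 2 alone. With the batch term in the fit the share was 79.7% of 553 genes. The PE effect averaged over both siRNAs and the siRNA effect averaged over both PE states share no chance values, and these were correlated at r 0.18 (permutation p 0.57) and rho 0.12 (permutation p 0.7) across genes, over 100 draws that allow a smallest p of 0.01. These draws keep real effects inside mixed groups and so are not free of effect. In the 20 simulations without effect r was between -0.13 and 0.14, with genes drawn as independent. With the batch term r was 0.17. The positive sign of r does not settle whether the averaged siRNA effect ran against the averaged PE effect. The library batch enters both averaged effects with the same sign, which favours a positive r. With the batch term, siNeg PE 2 enters both with a plus sign and the siNeg libraries enter both with a minus sign. In that fit the averaged effects therefore do share chance values, which again favours a positive r. A part of the genes that PE raised, with Nppa, Nppb and the cell cycle genes below, was lower after knockdown.

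**Figure D4:**
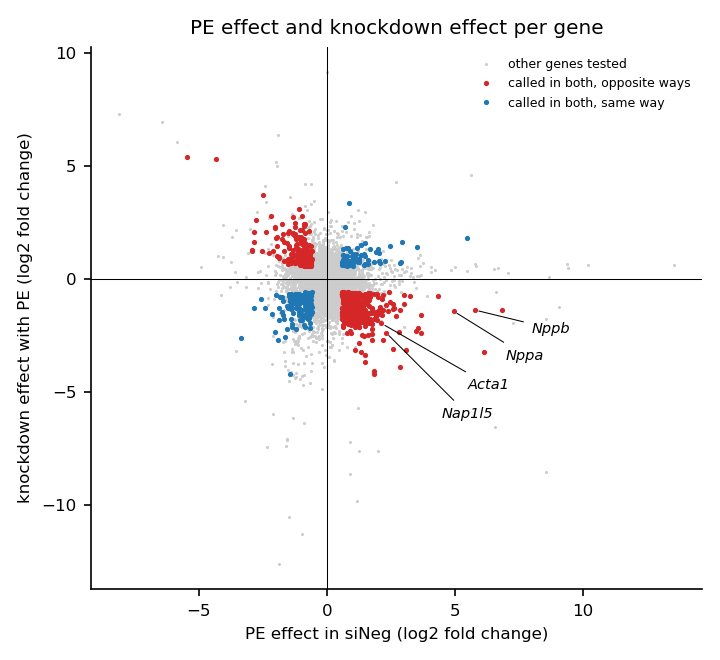
Log2 fold change of each gene for PE in siNeg (x axis) and for the knockdown with PE (y axis), with the 816 genes called in both coloured by whether the directions were opposite (607) or the same (209). The siNeg PE libraries enter both axes with opposite signs.

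Of 70 tests of gene lists (14 lists in 5 comparisons), 39 passed with camera, and 32 of 70 did so with the batch term. Of the 39, fry also called 25 and camera with an estimated correlation 0, where 7 of the 70 had an unadjusted p under 0.05. Among the results named below, fry did not call cytosolic ribosomal proteins (adjusted p 0.072 with PE and 0.0895 without), nor mitochondrial ribosomal proteins (0.22), oxidative phosphorylation (0.257) and interferon response (0.0714) for the knockdown with PE. It also did not call oxidative phosphorylation and interferon response for PE in either siRNA, nor mitochondrial ribosomal proteins, oxidative phosphorylation, glycolysis, interferon response and fibroblast markers for the interaction. In turn, fry called 10 lists that camera did not. These were translation factors (0.00574) and endothelial markers (0.0219) for the knockdown with PE, and ribosome biogenesis factors (0.00139), translation factors (0.00139), smooth muscle (0.0424) and macrophage markers (0.044) for PE in siNeg. The others were ribosome biogenesis factors (0.0119) and endothelial markers (0.00194) for PE in siNap1l5, and translation factors (0.0339) and endothelial markers (0.032) for the interaction. For PE in siNeg, cell cycle genes rose (median log2 fold change 0.89, adjusted p 3.65e-20, 41 of 41 genes higher), including Pcna (1.05, adjusted p 3.43e-07) and Mcm6 (1.42, adjusted p 4.73e-06). Fatty acid oxidation genes fell (-0.54, adjusted p 1.69e-10, 24 of 24 lower), with Hadh at -1.02 (adjusted p 2.34e-05). In both lists all 3 siNeg PE libraries lay beyond the siNeg libraries. Oxidative phosphorylation (-0.20, adjusted p 0.00244) and interferon response (0.54, adjusted p 0.0463) also passed, with 2 of 3 libraries beyond those of siNeg, and the former did not pass with the batch term (-0.06, adjusted p 0.146; -0.12 without siNeg 1). The interferon response did not pass in 5 of the 12 fits that each left out a library, with the lowest median of 0.12 (adjusted p 0.458) without siNeg PE 2 and the highest of 0.84 without siNeg PE 3. With the batch term it was 0.96 (adjusted p 2.92e-06).

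For the knockdown with PE, the cell cycle list fell the most by its test. Its median log2 fold change was -1.59 (adjusted p 1.8e-43) with 41 of 41 genes lower, all 41 with an adjusted p under 0.05 over all genes and 41 when adjusted over the list alone. Within the batch of 8 the median was -1.58. Mcm5 (gene 291885) went from 73.7 ± 4.79 to 19.4 ± 4.13 CPM (SD, n = 3; -1.92 ± 0.13 SE, adjusted p 1.09e-06), against 24.5 CPM in siNeg. Macrophage markers fell by 2.23 (adjusted p 7.9e-09, 11 of 11 lower), fibroblast markers by 0.81 (adjusted p 6.21e-06, 16 of 18 lower) and smooth muscle markers by 0.53 (adjusted p 0.0022, 9 of 10 lower), while endothelial markers did not pass (-0.07, adjusted p 0.433, 3 of 8 higher and 5 lower). The endothelial median moved to between -0.12 and -0.30 in 10 of the 12 fits that each left out a library, with -0.30 without siNap1l5 PE 1. Cytosolic ribosomal protein genes were lower by a median of -0.23 (adjusted p 0.00131, 70 of 79 lower; 24 genes passed over all genes and 22 adjusted over the list alone), and by -0.15 (adjusted p 0.0148) within the batch of 8. Without siNeg PE 2 alone it was -0.14. Most of these genes share reads, and 14 have whole counts. Oxidative phosphorylation was lower by -0.15 (adjusted p 0.042, 63 of 77 lower; 13 genes over all genes and 5 adjusted over the list alone), but not within the batch of 8 (-0.10, adjusted p 0.193), and not without siNeg PE 1, siNeg PE 2, siNap1l5 2, siNap1l5 PE 2 or siNap1l5 PE 3 (adjusted p 0.0604, 0.214, 0.0568, 0.0519 and 0.0759). Mitochondrial ribosomal proteins were at -0.11 (adjusted p 0.0492, 2 of 3 libraries below siNeg PE) and did not pass in 7 of the 12 fits that each left out a library, with -0.06 (adjusted p 0.363) without siNeg PE 2, nor within the batch of 8 (-0.06, adjusted p 0.343). Interferon response genes were higher (0.88, adjusted p 6.66e-06, 54 of 59 higher; 20 genes over all genes and 24 adjusted over the list alone), and 1.16 within the batch of 8, with Trim25 at 1.07 (adjusted p 0.000364) and Parp14 at 1.30 (adjusted p 0.000649). In the lists called here, apart from the mitochondrial ribosomal proteins, the scores of all 3 siNap1l5 PE libraries lay beyond all siNeg PE libraries. Cardiac muscle contraction (0.08, adjusted p 0.636), fatty acid oxidation (0.13, adjusted p 0.195), glycolysis (-0.09, adjusted p 0.876), ribosome biogenesis factors (-0.03, adjusted p 0.636) and translation factors (-0.09, adjusted p 0.315; all 3 siNap1l5 PE scores below those of siNeg PE) did not pass. Fatty acid oxidation passed without siNeg PE 1 (0.22, adjusted p 0.0189), contraction changed sign without siNeg PE 2 (-0.03), and ribosome biogenesis factors did so with library size only (0.02).

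Without PE, the siRNA raised the interferon response list by a median of 1.89 (adjusted p 2.71e-24, 58 of 59 genes higher; 53 genes over all genes and 56 adjusted over the list alone), and by 2.56 with the batch term. Parp14 (gene 303903) went from 21.6 ± 3.24 to 113 ± 23.1 CPM (SD, n = 3; 2.38 ± 0.22 SE, adjusted p 2.25e-05). Oxidative phosphorylation fell by 0.46 (adjusted p 1.79e-16, 75 of 77 lower; 65 and, adjusted over the list alone, 71 genes) and, with the batch term, by 0.32 (adjusted p 1.79e-08). Cardiac muscle contraction fell by 0.32 (adjusted p 3.6e-07, 31 of 39 lower; 21 and, adjusted over the list alone, 24 genes), with Ckmt2 (gene 688698) at -1.58 (adjusted p 1.51e-05), and by 0.49 with the batch term. Cytosolic ribosomal proteins were at -0.20 (adjusted p 0.00142), with 37 genes over all genes and 39 adjusted over the list alone. This list was at 0.02 (adjusted p 0.63) with the batch term and at 0 (adjusted p 0.758) after removal of the length trend. A change of the list without PE is therefore not shown. Its 14 genes with whole counts were at -0.27 without passing, so a change is not excluded either. The list also did not pass without siNap1l5 3 (-0.13, adjusted p 0.0544). Mitochondrial ribosomal proteins (-0.27, adjusted p 3.6e-07), fatty acid oxidation (-0.35, adjusted p 0.000234), cell cycle (-0.51, adjusted p 3.44e-06), smooth muscle (-0.49, adjusted p 8.7e-05) and macrophage markers (-1.55, adjusted p 7.43e-07) were lower, and ribosome biogenesis factors higher (0.21, adjusted p 0.00134). In the lists of this paragraph up to here, all 3 siNap1l5 libraries lay beyond all siNeg libraries. Glycolysis was lower (-0.18, adjusted p 0.0154) in 2 of 3 libraries, but not without siNeg 1 (adjusted p 0.0929) or siNap1l5 3 (adjusted p 0.0544). With the batch term macrophage markers were at -1.19, and mitochondrial ribosomal proteins, ribosome biogenesis factors and glycolysis did not pass. Fibroblast markers (-0.30, adjusted p 0.0848), endothelial markers (0, adjusted p 0.759) and translation factors (-0.01, adjusted p 0.968) did not pass.

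**Figure D5:**
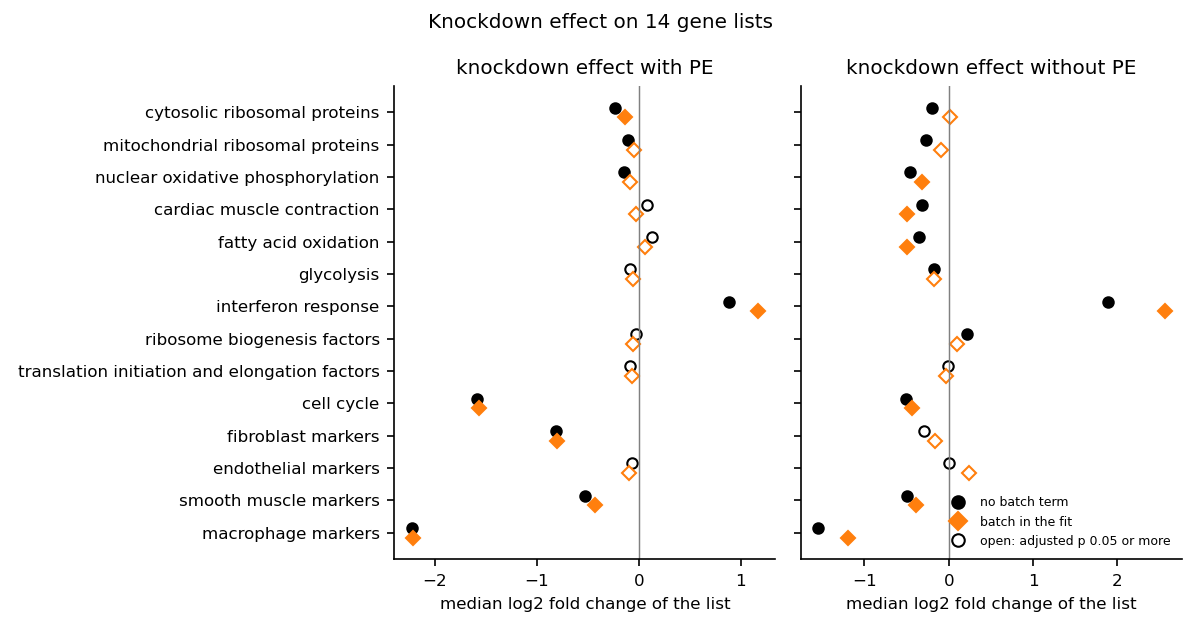
Median log2 fold change of the 14 gene lists for the knockdown with PE and without PE, without and with the library batch in the fit, with open symbols where the adjusted p is 0.05 or more. The cell cycle list is at -1.59 with PE and the interferon response list at 1.89 without PE.

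For PE in siNap1l5, cardiac muscle contraction (0.49, adjusted p 3.43e-12) and glycolysis (0.22, adjusted p 0.00021) were higher and fibroblast (-1.01, adjusted p 1.08e-08) and macrophage markers (-0.89, adjusted p 0.0017) lower, each in 3 of 3 libraries. Interferon response genes were lower (-0.62, adjusted p 0.000597, 57 of 59 lower, 2 of 3 libraries below those of siNap1l5), but not past the threshold without siNap1l5 1 (-0.31, adjusted p 0.061). Oxidative phosphorylation was higher (0.14, adjusted p 0.0139, 72 of 77 higher), with no library beyond all those of siNap1l5, and was 0.02 (adjusted p 0.643) without siNap1l5 3 and 0.25 without siNap1l5 1. The cell cycle list did not pass (-0.11, adjusted p 0.571), and its interaction was -1.04 (adjusted p 4e-32, 41 of 41 lower). The interaction of fatty acid oxidation was 0.48 (adjusted p 4.66e-10, 24 of 24 higher).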

Values the study reported

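The study reported that Nap1l5 rose 5-fold in NRVMs treated with PE, and that its siRNA lowered Nap1l5 by 80% at 48h after transfection. The rise was seen in an earlier sequencing experiment of the same group. The data statement of the study names a different series, so whether these libraries are the ones behind its results is not settled. Genes were taken as changed at a fold change above 1.5 with an adjusted p-value under 0.05.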

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

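The interaction and its counts over regrouped libraries were planned, and the tests of the library batch, of gene length and of divided reads below were chosen only after the results were seen. All results here stood out because the PE effect in siNap1l5 differed from the PE effect in siNeg by a test of the difference itself. Negative values mean a smaller rise, a larger fall, or a fall in place of a rise under PE in siNap1l5.

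The difference was called for 816 genes. The number of genes called for both PE and knockdown with PE is the same by coincidence, and most of the genes are others. Over 100 assignments of the 12 libraries to 4 groups of 3, the real one included, 1 gave as many calls, and the largest other gave 2. Mixed groups hold the PE and siRNA differences as spread within them, so few calls were bound to arise and this comparison says little. The count was 668 with the library batch as a term, 884 after removal of the gene-length trend, 704 among genes with whole counts and 854 with library size only in place of TMM. None of these 4 technical trends removed the calls in number, so each is argued against as the whole cause of the count. Calls of the same genes were counted only for the batch term, with 489 of the 816. The fits for length and whole counts also tested fewer genes (12277 and 9561). Under the batch term, the PE effect in siNeg rests on siNeg PE 2 alone against siNeg, so the argument against the batch has a single library in this arm, here and for every gene and list below. The number is not precise, as it fell to 422 without siNap1l5 PE 2, 430 without siNeg PE 3, 468 without siNap1l5 2 and 509 without siNap1l5 3. A dependence of the PE response on Nap1l5 stays open as a biological hypothesis. An effect of this siRNA that does not run through Nap1l5 is equally open, because the labels name no second siRNA against Nap1l5.

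Of the genes, Nppa (-1.71) and Nppb (-1.81) rose less under PE in siNap1l5. With the library batch as a term the values were -1.97 and -1.9. Penk (-2.42), Upk1b (-2.4) and Gsta5 (-2.29), which PE raised in siNeg, had batch-term values of -2.63, -2.55 and -2.42. Frat1 (1.85), Rasd2 (1.79), Plppr4 (1.61) and Dhrs7c (1.49), which PE lowered in siNeg, had 1.86, 1.9, 1.98 and 1.36. Each of these 9 genes passed with the term, which argues against the batch within the limit of that single library. Gsta5 shares reads, so that a change in how reads were divided cannot be excluded for it. Plppr4 did not pass without siNap1l5 2 (adjusted p 0.0502) or siNap1l5 PE 2 (adjusted p 0.0553). For the other genes with whole counts, a smaller PE response in cells with less Nap1l5 is consistent with the values, as a hypothesis found and tested on the same libraries.

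Rps20 (-9.26) is different. Its value was -0.6 (adjusted p 0.726) with the batch term, and the call was lost in 11 of 12 fits that each left out a library. It had at most 18 counts in each of the 4 libraries of the smaller batch and at least 8439 in each of the other 8. Reads of Rps20 may therefore have been assigned to another gene in the processing of those 4 libraries. No biological explanation is offered.

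Cell cycle genes showed the clearest list (-1.04, 41 of 41 lower), with -1.08 under the batch term, -1.06 after removal of the length trend and -1.03 among genes with whole counts. Fatty acid oxidation (0.48, 24 of 24 higher) had 0.55, 0.44 and 0.45 in the same order, cardiac muscle contraction (0.34) had 0.39, 0.35 and 0.28, and ribosome biogenesis factors (-0.21) had -0.17, -0.23 and -0.18. These 4 lists passed in each of these fits and under fry, so batch, length and divided reads are each argued against as the whole cause. A biological hypothesis is that PE drives cell cycle genes up through steps that need Nap1l5. The siRNA also lowered the cell cycle list without PE (-0.51, and -0.44 with the batch term), so its level was already lower before PE. The other 3 lists differ from it in the knockdown with PE. The siRNA moved fatty acid oxidation, contraction and ribosome biogenesis factors without PE (-0.35, -0.32 and 0.21). The last of these did not pass with the batch term (0.1). With PE these 3 lists did not pass (0.13, 0.08 and -0.03). Their interaction may thus come from a changed level before PE, and a PE effect on fatty acid oxidation that needs Nap1l5 is no more than equally open. Which cells of the culture carry the change was not measured.

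Interferon response (-1.29) had -1.79 with the batch term, -1.29 after removal of the length trend and -1.33 among genes with whole counts. Oxidative phosphorylation (0.32) had 0.22, 0.25 and 0.35, and fibroblast markers (-0.44) had -0.57, -0.49 and -0.43. Glycolysis (0.12) had 0.1 with the batch term, 0.09 after the length trend was removed and 0.21 among genes with whole counts. All passed with camera in these fits, which argues against the 3 technical trends as whole causes, but fry did not call any of these 4 lists. Glycolysis did not pass without siNeg 1 (0.05, adjusted p 0.0606), and was 0.06 without siNap1l5 3 and 0.20 without siNap1l5 1. The interferon list started from a higher level in siNap1l5 than in siNeg, and its scores in siNap1l5 ranged from 0.52 to 1.45 between the 3 libraries. Within siNap1l5 the list fell under PE (-0.62, adjusted p 0.000597, 57 of 59 lower), though not past the threshold without siNap1l5 1 (-0.31, adjusted p 0.061). A mere limit to a further rise would not give a fall. However, splits of the same 6 libraries that mix both groups gave medians of -0.846 and -0.64, against -0.63 in the real split. The remaining mixed splits gave smaller falls. The fall was also not called by fry (adjusted p 0.185). It is therefore not told apart from differences between replicates, and a limit to a further rise stays open.

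Mitochondrial ribosomal proteins (0.18) were at 0.05 (adjusted p 0.295) with the batch term, so the library batch is a candidate cause. Removal of the length trend left 0.06, so gene length may account for much of the value although the list still passed. Restriction to whole counts (0.15) left the list past its threshold, which argues against divided reads. It did not pass without siNap1l5 3 (0.07, adjusted p 0.0716) and was 0.09 without siNeg 1. Macrophage markers (-0.59) were at -0.6 with the batch term, which argues against it. The test of length was void (-0.66), because a length is known for 46.2% of the genes. Among genes with whole counts the value was -0.61 without passing, so that reads shared between genes cannot be told apart from a real change. The list did not pass in 5 of 12 fits that each left out a library, with -0.43 (adjusted p 0.119) without siNap1l5 PE 2, -0.44 (adjusted p 0.193) without siNeg PE 2, and adjusted p of 0.0606, 0.0663 and 0.0646 without siNeg 1, siNap1l5 2 and siNap1l5 3.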

How the results depend on the processing

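The library batch, the 8 libraries of a single batch, genes with whole counts and the length trend were added as alternatives after the data were seen, and all others were planned. Over all alternatives, 486 values of the principal results kept direction and side of the threshold. Among these results, 39 values moved, 25 lost the threshold and 8 changed direction. Other named genes and lists kept 3946 values, and 202 became weaker, 19 stronger and 26 changed direction. Where a value below changed, the cause was not tested unless the alternative itself shows it.

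The 3 Nap1l5 effects kept direction and threshold under every alternative run. With DESeq2 size factors, oxidative phosphorylation with PE was -0.15 but no longer passed (adjusted p 0.0544). The Nap1l5 interaction, 0.04, took the other sign with upper-quartile scaling (0), library size only (-0.06), after removal of the length trend (0) and on FPKM scales (-0.14 with a pseudocount of 0.1, and -0.72 with a pseudocount of 1, with or without the filter). The value of -0.72 had an adjusted p of 0.0325, and 0.0293 with the filter. A pseudocount of 1 could produce such a value by compressing low levels, as it was -0.14 with the smaller pseudocount, but the cause was not tested. Ribosome biogenesis factors with PE were at 0.02 with library size only and in all 3 FPKM fits. Endothelial markers with PE were at 0.02 with only the 6 libraries compared and 0.01 in the filtered FPKM fit. On log2(FPKM + 1), 1357, 1405, 1454 and 1085 genes were called for PE, knockdown with PE, knockdown without PE and PE in siNap1l5, and 1345, 1380, 1408 and 1078 with the filter at an FPKM of 1. With no fold-change threshold these were 4840, 5252, 5473 and 3265, and with a threshold of 2 they were 907, 1158, 1046 and 704, with 365 for the interaction. Both follow from the construction of the threshold.

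Replicate numbers were not taken to pair the libraries. Of 18 pairs with the same number, 5 had a correlation of deviations over 0.1, with a range from -0.13 to 0.27. Some lists did order by number, as replicate 3 had the lowest score of its group in all 4 groups for interferon response and mitochondrial ribosomal proteins and the highest for fibroblast markers, so a shared source is not excluded. With the replicate block, 2137, 2453, 2385, 1715 and 970 genes were called, the share of opposite directions was 71.9%, and no call among the principal results changed.

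The share of opposite directions, 74.4%, was 76.7% with only the 6 libraries compared, 71.1% with no fold-change threshold, 81.7% with a threshold of 2, 79.7% with the batch term and 72% among genes with whole counts. With no library in both effects it was 46.4% (siNeg PE 1 for PE), 83% (siNeg PE 2 and 3 for PE), 78.8% (siNeg PE 2), 46% (siNeg PE 1 and 3), 81% (siNeg PE 3) and 72.5% (siNeg PE 1 and 2). Set against the knockdown without PE, which shares the siNeg libraries with the same sign, it was 27.5%.

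The choice of list test mattered most. With an estimated correlation 0 of 70 list tests passed (7 had an unadjusted p under 0.05). The adjusted p was 0.841 for ribosomal proteins, oxidative phosphorylation and interferon response with PE, and 0.686, 0.397, 0.233 and 0.233 for ribosomal proteins, oxidative phosphorylation, contraction and interferon response without PE. With fry, ribosomal proteins (0.072), oxidative phosphorylation (0.257) and interferon response (0.0714) with PE and ribosomal proteins without PE (0.0895) lost the threshold. In preranked GSEA, contraction with PE (adjusted p 0.304) was lower, which is the direction of camera but not of the median, and glycolysis with PE (0.794) was higher, against both. Neither list passed for the knockdown with PE in these tests.

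With the batch as a term, 1349 genes were called for PE and 1002 for the knockdown without PE. Oxidative phosphorylation with PE was -0.09, contraction with PE -0.03 and ribosomal proteins without PE 0.02. Rrp7a under PE was 0.12, and for the knockdown without PE, BGIG10116_35404 was -1.41, BGIG10116_35268 -3.33 and Chchd2 0.35. The counts of the last 3 follow the batch. Within the 8 libraries of a single batch, oxidative phosphorylation with PE was -0.1 and contraction -0.03. That fit gives only the knockdown with PE and the PE effect in siNap1l5. Among genes with whole counts, ribosomal proteins were at -0.28 (adjusted p 0.0896) with PE and -0.27 (0.0563) without, and oxidative phosphorylation with PE at -0.15 (0.107). Only 14 ribosomal protein genes are left there, so the loss may come from the smaller list, as the medians of -0.28 and -0.27 were no nearer to 0. After removal of the length trend, oxidative phosphorylation with PE was -0.1 (0.172), ribosomal proteins without PE 0 (0.758) and Nol6 with PE -0.01. The first principal component held 42.2% over all tested genes.

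Across the 12 fits that each left out a library, calls ranged from 1766 to 2788 for PE, 2107 to 2710 for knockdown with PE, 1963 to 2468 without PE, 1306 to 1724 for PE in siNap1l5 and 422 (without siNap1l5 PE 2) to 1201 for the interaction, where siNeg PE 3 (430), siNap1l5 2 (468) and siNap1l5 3 (509) also mattered. The share of opposite directions ranged from 72.5 to 78.7%. With PE, ribosomal proteins ranged from -0.30 to -0.14 (without siNeg PE 2), oxidative phosphorylation from -0.20 to -0.10 (adjusted p 0.00557 to 0.214), not passing without siNeg PE 1 (-0.18), siNeg PE 2 (-0.10), siNap1l5 2 (-0.15), siNap1l5 PE 2 (-0.15) or siNap1l5 PE 3 (-0.14), and contraction from -0.03 (without siNeg PE 2) to 0.15. Ribosomal proteins without PE ranged from -0.26 to -0.13, losing the threshold without siNap1l5 3. The Nap1l5 interaction ranged from -0.23 (without siNap1l5 2) to 0.25 (without siNap1l5 1), with 0 without siNeg 3, -0.06 without siNeg PE 2 and -0.07 without siNap1l5 PE 3. Rrp7a under PE, -0.01, was 0.07, 0, 0.04 and 0.01 without siNeg 1, siNeg 3, siNeg PE 1 and siNeg PE 3. The interaction was not run with 6 libraries, which hold only 2 of the groups. Depth was even and was not limiting, except for genes of few counts such as Nap1l5 in siNap1l5.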

Other observations

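Apart from the counts over other splits of the libraries, which were planned, the tests of explanations in this part were chosen after the results were seen.

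The split of siNeg 1, 2 and 3 and siNeg PE 2 from the other 8 libraries is not given by the labels. With genes of whole counts only, the distance of siNeg PE 2 from siNeg PE 1 and 3 on the first component was 0, against 41.9 with all genes, so reads shared between near-identical genes are a candidate source of the split. The 4 libraries may have been assigned to genes with another annotation or other settings, which the values do not decide. A mislabelled siNeg PE 2 is argued against by Nppa, 37.1-fold above the siNeg mean. Library size is argued against, since the 4 libraries had 102.5% of the mean total of the others. A few genes taking most of the counts are also argued against, as the 10 largest genes held 7.6% of the counts in siNeg PE 2, against 8.3% in siNeg PE 1 and 7.8% in siNeg PE 3. How the reads of each library were assigned stays untested.

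Other splits of the 6 libraries of each comparison were also counted. There are 10 splits of 3 against 3, so no share under 0.1 can be reached and these counts alone decide nothing. For the number of called genes, 1 of 10 splits (the real one) was as large in PE, in knockdown with PE, in knockdown without PE and in PE in siNap1l5. For the number of lists past the threshold, 10 of 10 splits were as large for PE, 4 of 10 for knockdown with PE, 2 of 10 for knockdown without PE and 10 of 10 for PE in siNap1l5. The 9 other splits are not free of effect, since each has 2 libraries of a group and 1 of the other on a side and so keeps a part of the real contrast, with batch and replicate differences. The real differences also widen the spread within mixed groups, so that their few called genes say little. Even so, for PE the other splits passed from 5 to 10 lists with 0 called genes, against 4 lists in the real split. Interferon medians of 0.63 and -0.62 among them lay further from 0 than the real 0.52, and the rest lay nearer. For PE in siNap1l5, other splits gave interferon medians of -0.846 and -0.64 against the real -0.63, and the rest lay nearer to 0. A part of the contrast would not exceed the whole, so differences between replicates also passed camera, and a list that passes with camera alone is weak evidence here. For the knockdown with PE, 1 of 10 splits gave a median as far from 0 in ribosomal proteins, oxidative phosphorylation and interferon response, and 4 of 10 in contraction. Without PE these were 2 of 10 in ribosomal proteins and 1 of 10 in oxidative phosphorylation, contraction and interferon response. The real split without PE follows the library batch exactly, and the batch-term values are given with the results. For the correlation of the main effects, 57 of 100 assignments gave an r as large. These assignments also keep real effects inside mixed groups, and the 20 simulations without effect stayed between -0.13 and 0.14, so whether the observed 0.18 exceeds chance is left open. A gene called in both PE and knockdown with PE existed in 2 of the assignments, and in 2 of these 2 the share of opposite directions was as large, so this share was not tested by them.

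The lower ribosomal protein list with PE was -0.15 within the batch of 8 and -0.14 after removal of the length trend, both past the threshold, which argues against batch and length as the whole cause. With whole counts it was -0.28 over 14 genes without passing, so reads shared between near-identical genes cannot be told apart from lower expression. Without PE, the same list went to 0.02 with the batch term and 0 after the length trend was removed, so library batch and gene length are both candidate causes of its value, and whole counts (-0.27) did not decide. For oxidative phosphorylation with PE, -0.1 within the batch, -0.1 after removal of the length trend and -0.15 with whole counts did not pass, and the technical sources cannot be told apart from a small change. Without PE it kept -0.32 with the batch term, -0.32 with length and -0.52 with whole counts, and contraction kept -0.49, -0.35 and -0.29, each past the threshold. A lower expression of oxidative phosphorylation and contraction genes after knockdown without PE is therefore held as a biological hypothesis, with batch, length and divided reads argued against as whole causes. The batch term rests on siNeg PE 2 alone.

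Interferon response genes were higher after siNap1l5 with PE (1.16 within the batch of 8, 0.85 after removal of the length trend, 0.88 with whole counts) and without PE (2.56 with the batch term, 1.89 and 1.88). More immune cells in the siNap1l5 dishes are argued against, since macrophage markers went the other way (-1.55 without PE). A candidate explanation is that this siRNA, as double-stranded RNA, was sensed by the cells more than siNeg, which would be a property of the reagent and not of Nap1l5. A response to the loss of Nap1l5 itself is equally open, and with a single siRNA for the target these cannot be told apart here. The siNap1l5 libraries also differed among themselves, with list scores of 1.45, 0.99 and 0.52 from replicate 1 to 3.

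Cell cycle genes rose under PE in siNeg and fell after knockdown with PE to below their level in siNeg (list scores of 0.94 in siNeg PE, -0.57 in siNap1l5 PE and 0.06 in siNeg). Without PE, the score in siNap1l5 was already -0.44. The fall was -1.58 within the batch of 8, -1.6 after removal of the length trend and -1.56 with whole counts, which argues against these trends as whole causes. A larger share of fibroblasts under PE is argued against, since fibroblast markers had a median of -0.24 where cell cycle genes had 0.89. For the knockdown with PE, fibroblast markers also fell (-0.81), so a smaller share of dividing cells other than myocytes cannot be told apart from less cycling of the myocytes. The fall of fibroblast markers was -0.81 within the batch of 8, -0.87 after removal of the length trend and -0.81 with whole counts. Myocytes may express some of these markers, and the most abundant of them, Col1a1 (5560 to 2320 CPM) and Col1a2 (932 to 406 CPM, sharing reads), remained abundant.

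Macrophage markers fell furthest with PE (-2.23), with -2.02 within the batch of 8 and -2.23 with whole counts, while the test of length was void (-1.84, with a length for 46.2% of the genes). An equal loss of every cell type other than myocytes is argued against, since the macrophage median lay -1.7 from that of smooth muscle markers on the log2 scale. Unequal losses of each type stay open, as fibroblast (-0.81) and smooth muscle markers (-0.53) fell as well and fry, unlike camera, called endothelial markers lower (adjusted p 0.0219). Fewer macrophages would lower all of their markers, and 11 of 11 were lower, with Lyz2 (sharing reads) going from 46.6 to 13.9 CPM. A lower expression in the same number of cells would do so too, so that these cannot be told apart from RNA of the whole dish.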
